A study of Mus musculus with 4 samples. Its data were reported in "Single-cell evaluation reveals shifts in the tumor-immune niches that shape and maintain aggressive lesions in the breast" (2021).

How the data were processed

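GFP+ and CD45+ cells were sorted from indolent and aggressive mouse mammary lesions and captured with droplet-based 3′ single-cell chemistry, aiming at 5000 cells per library. The authors mapped reads to the mouse mm10 genome with Cell Ranger and used Seurat to remove cells with few UMIs or a high mitochondrial share. They removed likely doublets with DoubletFinder and log-normalized the counts. The annotation release was not stated. The deposited values are the natural log of 1 plus the UMIs of a gene per 10000 UMIs of its cell, with no value below 0, and were made by the authors for each cell separately. They are not the integrated values used by the authors for clustering.

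After the log was undone, the values of every cell summed to 10000 and were whole multiples of the value of 1 UMI. Whole UMI counts were recovered for 100% of 7295415 non-zero CD45+ values and 100% of 20040304 non-zero GFP+ values (tolerance 0.02 UMI). All sums, CPM values and intervals rest on these recovered UMIs. The tables held 3061 and 2360 CD45+ cells and 2518 and 4123 GFP+ cells in barcode sets 1 and 2. The lowest UMI count of a cell was 868 and 798 in the CD45+ sets and 830 and 811 in the GFP+ sets, and the highest mitochondrial share was 9.95%, 9.95%, 9.96% and 9.97%. No further filter was applied.

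Cells carry a barcode suffix that matches no sample label, so no cell was assigned to indolent or aggressive lesions and no contrast between lesion types was made. The part of the naming rule for genes that uses such a ratio was not applied, and the genes named are those fixed beforehand or belonging to the fixed lists. The lists, markers and most alternatives were fixed before the data were examined. The proliferation contrast within a set and most tests of explanations were chosen later. With 1 library per group no test was possible, so no p-value was made from cells.

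For each sort, the sets were integrated by canonical correlation analysis in Seurat 5.3.0 (R 4.3.3) over 30 dimensions and 2000 variable genes, following the approach of the study. UMI count, mitochondrial share and both cell cycle scores (4 covariates) were regressed out, and clusters were made by smart local moving at resolution 0.8, a value the study does not state. Clusters were named from fixed markers of 17 classes. A cluster took the class whose markers were raised most over the median cluster, or, where none of these was among its 10 leading genes by fold, a class with at least 3 markers there. A named cluster needed at least 3 markers raised by log2 1 or more over the median cluster and found in at least 5% of its cells, and no other class with more markers among its leading genes. This naming rule was set and changed after clusters had been seen. Its earlier form left the Krt15/Acta2 cluster unnamed, although basal-like markers scored higher there (3.88 against 2.63). An exemption for gamma-delta T markers was added after CD8 T clusters stayed unnamed at resolution 1.6. A CD45+ cluster of 19 cells led by Ctsk, Mmp9 and Acp5 stayed unnamed and held 0.098% of set 1 and 0.678% of set 2. The CD45+ cluster named fibroblast-like was led by collagen genes from 23 of its 132 cells. Another 107 fell in T clusters when nothing was regressed out, and held 26.3 UMIs of proliferation genes per 10000 UMIs against 2.58 in the T clusters. The name was kept as the rule gave it, so these cells are missing from the T cell values. The GFP+ plasma cluster had as many B cell as plasma markers among its leading genes. Names are rebuilt from markers and can differ from those of the study.

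The antigen presentation list held H2-K1, H2-D1, B2m, Tap1, Tap2, Tapbp, Psmb8, Psmb9 and Nlrc5. The interferon list held Isg15, Ifit1, Ifit2, Ifit3, Irf7, Irf9, Stat2, Bst2, Oasl2, Rsad2 and Usp18. Proliferation was read from Mki67, Top2a, Ccnb1, Ccnb2, Cdk1, Birc5, Pcna, Mcm2 to Mcm7, Tyms, Rrm2, Ccna2, Aurkb and Ube2c. Suppression in T cells was read from Ctla4, Pdcd1, Lag3, Havcr2, Tigit, Tox, Entpd1 and Tnfrsf9, and the non-suppressed list held Satb1, Tcf7, Ccr7, Lef1 and Il7r. The interferon and the non-suppressed list each held 1 further gene, which counts in the list values and is not reported here. The IL-17 target list joined chemokine, cytokine and protease genes with Lcn2, S100a8, S100a9 and genes of the immediate-early and NF-kB response (Fos, Fosb, Fosl1, Jun, Jund, Cebpb, Nfkbia, Tnfaip3 and Ptgs2). Genes counted as abundant in neutrophils were S100a8, S100a9, Lcn2, Il1b, Cxcl2 and Mmp9.

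Shares were given with exact Clopper-Pearson intervals and UMI sums with exact Poisson intervals, both at 95% and for counting error only. A count of 0 was read as allowing up to 3 counts. Log2 ratios used a pseudocount of 10 CPM and list genes with at least 10 CPM in 1 of the values compared, so they understate changes of genes with low values. The interval of a list median came from redrawing the UMIs of its genes. Each median was placed among 10000 lists drawn from genes of like mean expression (the 200 nearest genes). T cell lists were given as summed CPM, since a ratio between lesion types was not possible. The list step was tested on simulated data at the UMI totals of basal-like and secretory luminal-like cells. Both sides were drawn from the basal-like profile, so the test held no real class difference, no genes that vary together and no spread between cells. All 200 genes changed by log2 1.5 were recovered within 0.5 of their value after the pseudocount in each set, among 6298 and 5984 genes. That value is smaller than 1.5 for genes with low values. Of 40 unchanged lists, 2 in set 1 and 1 in set 2 fell in the outer 5%.

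Doublets were sought again with Scrublet in scanpy 1.11.5, at an expected share of 5%. It called 1 and 9 CD45+ cells and 19 and 16 GFP+ cells, a low yield in tables from which the authors had already removed doublets, and these cells were kept in the values reported. Alternatives were merging without integration, resolutions 0.4 and 1.6, no regression, naming each cell by its highest marker score, at least 1000 UMIs per cell, removal of Scrublet calls, a pseudocount of 1 CPM, all list genes, means of the deposited values (divided by the natural log of 2), CD8 T cells only, shorter IL-17 target lists, thinning to 1000 UMIs, and clusters without Il17a and Il17f. Where cells took the class of their highest score, 540 of 5421 CD45+ cells (9.96%) and 482 of 6641 GFP+ cells (7.26%) lay within 0.1 of another class. Gene positions are from GENCODE M21 (GRCm38), in which 99.1% of 14737 CD45+ symbols and 98.9% of 16171 GFP+ symbols were found. Genes of near-identical sequence, such as H2-K1 and H2-D1 or the Tcrg-C genes, can share reads. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.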

Results

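Single-cell RNA-seq was used to profile mouse mammary lesions that arose after a lentivirus carrying an activated rat Erbb2 oncogene and GFP was delivered into the mammary ducts. The labels name 4 libraries, 1 for each of 4 groups: GFP+ tumor cells and CD45+ immune cells, each sorted from indolent (early) and from aggressive (advanced) lesions. The processed values came as 1 table per sort, with cells named by a barcode and a suffix of 1 or 2. The suffix matches no lesion label, so the cells were kept as barcode set 1 and barcode set 2 of each sort and neither set was assigned to a lesion type. A set number in the GFP+ table is not known to stand for the same lesion type as that number in the CD45+ table. Differences between lesion types, which the design asks for, were therefore not calculated, and the values of the sets are given side by side without a direction. Each set was taken as 1 library, so no value below has a replicate check, and intervals (95%) cover counting error only.

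In the GFP+ table, barcode set 1 held 2518 cells with 45115491 unique molecular identifiers (UMIs, counted transcripts) and a median of 15186 per cell. Set 2 held 4123 cells with 84566606 UMIs and a median of 17722. The CD45+ table was shallower. Its set 1 held 3061 cells with 15160671 UMIs and a median of 3735, and its set 2 held 2360 cells with 16259562 UMIs and a median of 4444. The tables list 16171 genes for GFP+ cells and 14737 genes for CD45+ cells.

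The study asked which epithelial states make up lesions of each type. Clusters of GFP+ cells were named by marker genes, among them Krt14 (chromosome 11, 100203162 to 100207548, GRCm38) for basal-like cells and the milk protein gene Csn3 (chromosome 5, 87925579 to 87932665) for secretory luminal-like cells. A further cluster was marked by Krt15 (chromosome 11, 100131758 to 100135928) and the smooth muscle actin gene Acta2 (chromosome 19, 34241090 to 34255590), the markers taken for the intermediate population that the study calls LB. Basal-like cells made up 192 of 1775 epithelial cells in set 1, or 10.8% (Clopper-Pearson interval 9.41 to 12.4%), and 2284 of 3296 in set 2, or 69.3% (67.7 to 70.9%). Secretory luminal-like cells made up 1175 of the 1775 epithelial cells of set 1, or 66.2% (63.9 to 68.4%), and 605 of the 3296 of set 2, or 18.4% (17.05 to 19.7%). Hormone-sensing luminal-like cells made up 361 epithelial cells of set 1, or 20.3% (18.5 to 22.3%), and 201 of set 2, or 6.10% (5.31 to 6.97%). LB-like cells numbered 47 or 2.65% (1.95 to 3.51%) in set 1 and 206 or 6.25% (5.45 to 7.13%) in set 2. The alternative that moved a share most gave each cell the class with its highest marker score, which brought the secretory luminal-like share of set 1 to 40.8%. The LB-like class rested on the cluster resolution, since at resolution 0.4 no cluster was named LB-like.

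**Figure D1:**
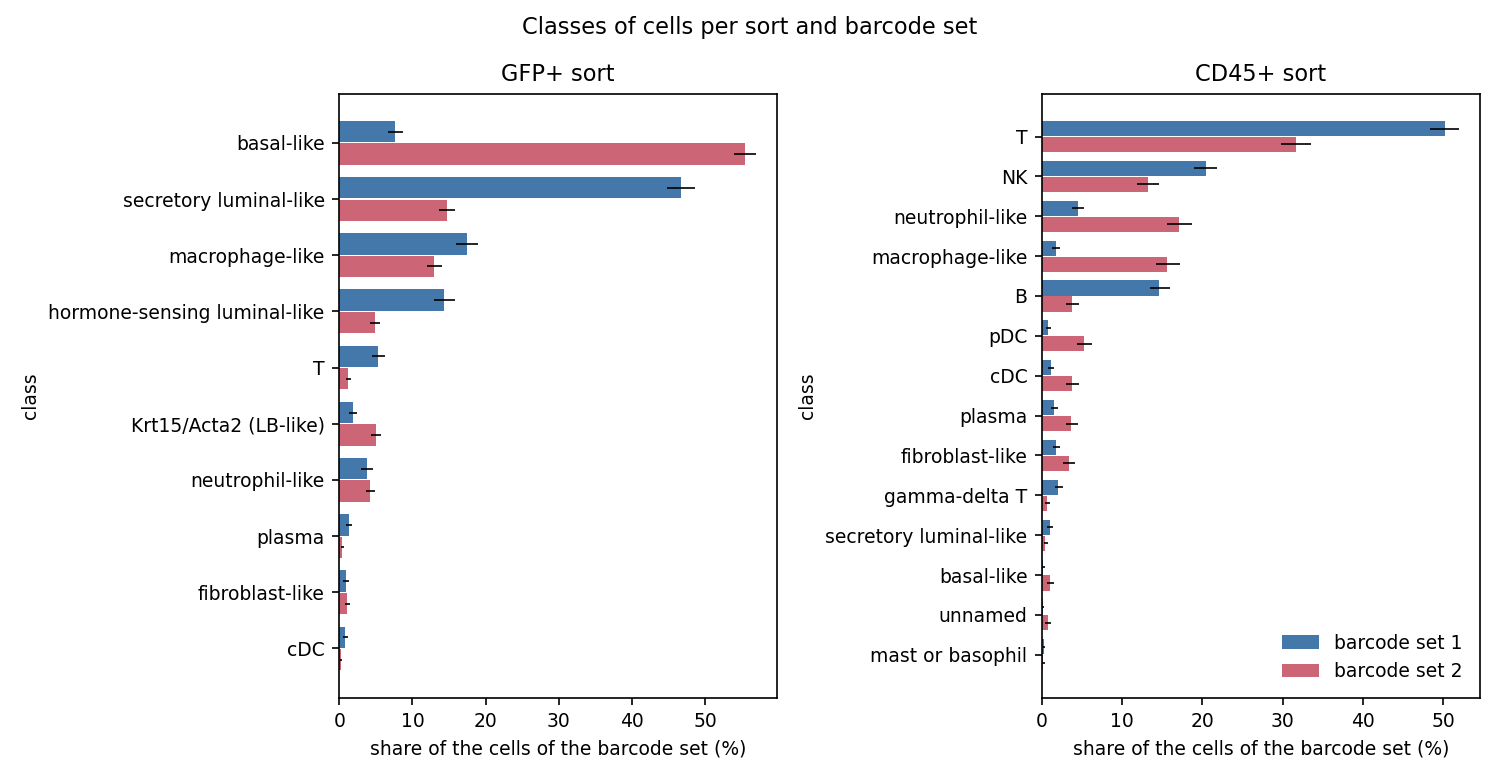
Share of cells in each class (x axis, percent of the cells of a barcode set) for the GFP+ sort (left) and the CD45+ sort (right), with barcode set 1 in blue, barcode set 2 in red and lines for 95% Clopper-Pearson intervals. Basal-like cells reached 55.4% of all GFP+ cells in set 2, and T cells reached 50.2% of all CD45+ cells in set 1. Most cells of the CD45+ fibroblast-like class were T cells by their transcripts.

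The CD45+ sort addressed whether the immune infiltrate holds lymphoid or myeloid cells. Lymphoid cells (T, NK, B and plasma cells) made up 2717 of 3061 cells in set 1, or 88.8% (87.6 to 89.9%), and 1246 of 2360 cells in set 2, or 52.8% (50.8 to 54.8%). Neutrophil-like cells made up 136 cells of set 1, or 4.44% (3.74 to 5.23%), and 403 cells of set 2, or 17.1% (15.6 to 18.7%). The cluster named fibroblast-like, 54 cells in set 1 and 78 in set 2, is not counted as lymphoid, although 107 of its 132 cells fell in T clusters when nothing was regressed out. Those cells held 21.3 Cd3d, Cd3e and Cd3g UMIs per cell and 0.0654 UMIs of Col1a1, Col1a2, Col3a1 and Dcn. Naming each cell by its highest marker score moved the lymphoid shares most, to 74.8% in set 1 and 41.5% in set 2.

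Basal-like and secretory luminal-like cells of the same library were next compared for 3 gene lists. UMIs were summed over the cells of a class, scaled to CPM (relative to all UMIs of the class), and expressed as a log2 ratio of basal-like over secretory luminal-like cells with 10 CPM added to each value. Basal-like cells were deeper, with a median of 42792.5 UMIs against 16985 in set 1 and 28761.5 against 10850 in set 2. The ratios therefore compare shares of UMIs, and levels per cell were not compared. Across 9 antigen presentation genes, the median log2 ratio was -0.66 (interval -0.79 to -0.60) in set 1. In set 2 it was -0.38 (-0.46 to -0.32) over 8 genes. These medians lay at percentiles 0.67 and 2.35 of 10000 lists of the same size matched on mean expression, whose own medians centered on 0.31 and 0.25. H2-K1 (chromosome 17, 33996017 to 34000347) had the lowest ratio in both sets, with 1460 CPM (1434 to 1486) in basal-like and 4633 CPM (4605 to 4661) in secretory luminal-like cells of set 1. Reads of H2-K1 can be shared with H2-D1, which has closely related sequence, so the split between these genes is uncertain. Psmb9 (chromosome 17, 34181987 to 34187764) was the 1 list gene with a higher value in basal-like cells, at a log2 ratio of 0.06 in set 1, and it was at -0.05 in set 2. Averaging the deposited log values over cells, converted to log2, gives another measure than a ratio of sums, with a median difference of -0.25 in set 1 and -0.12 in set 2.

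As a ratio of sums, the median of the interferon response genes was lower in basal-like cells by a larger margin. This median log2 ratio was -1.42 (-1.52 to -1.34) over 11 genes in set 1 and -1.43 (-1.54 to -1.33) over 10 genes in set 2, and 0 of the matched lists had a lower median in either set. Irf7 (chromosome 7, 141262706 to 141266481) stood at 12.9 CPM (10.6 to 15.6) in basal-like and 194 CPM (188 to 199) in secretory luminal-like cells of set 1. In set 2 its values were 9.96 CPM (9.22 to 10.7) and 149 CPM (140 to 158). Averaging the deposited log values gave an interferon median of -0.15 in set 1, a smaller margin than the -0.25 of antigen presentation genes. In set 2 it gave -0.17 against -0.12, so the order of the lists in set 1 depends on the measure.

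All 18 proliferation genes were higher in basal-like cells in both sets. This contrast within a set was chosen once the planned contrast between lesion types could not be made. The median log2 ratio was 1.16 (1.05 to 1.24) in set 1 and 0.96 (0.86 to 1.02) in set 2, at percentile 100 of the matched lists in each. Ube2c (chromosome 2, 164769898 to 164778822) reached 218 CPM (208 to 228) in basal-like against 35.8 CPM (33.4 to 38.4) in secretory luminal-like cells of set 1. Its values in set 2 were 261 CPM (257 to 265) and 102 CPM (95.03 to 110). A cluster of 1081 basal-like cells was itself led by genes of this list, so the contrast includes cells grouped by proliferation genes.

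**Figure D2:**
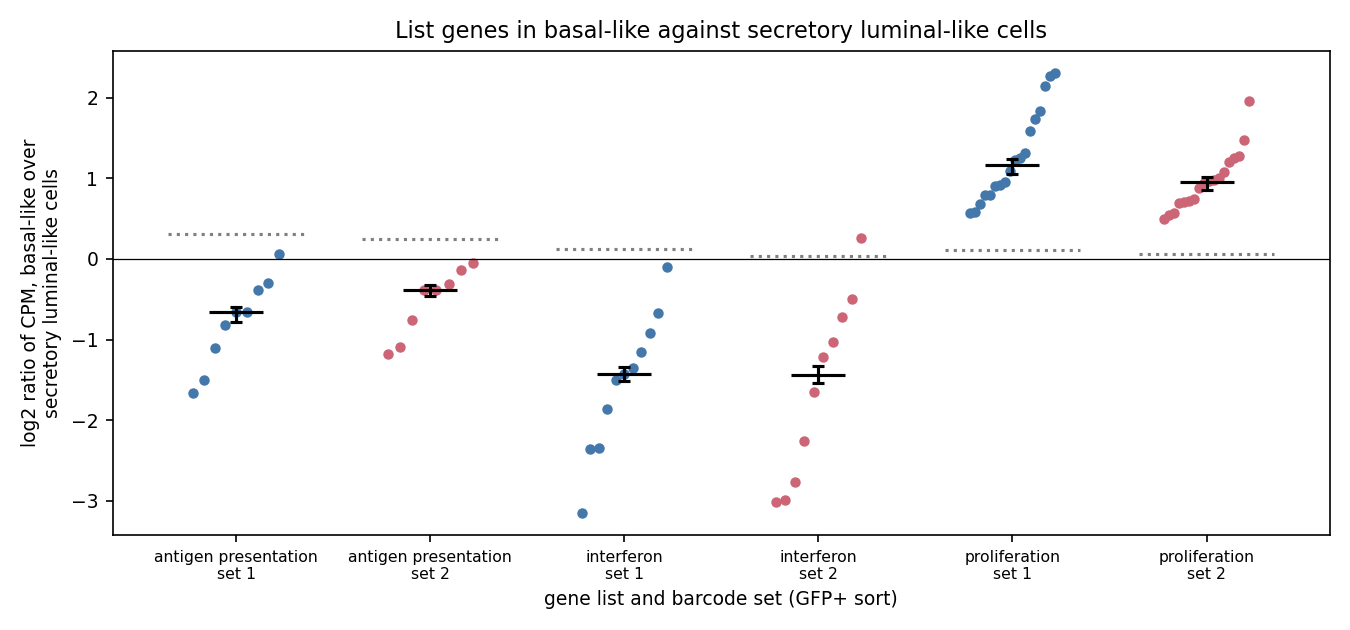
Log2 ratio of CPM in basal-like over secretory luminal-like cells (y axis) for each gene (points) of 3 lists in barcode set 1 (blue) and barcode set 2 (red) of the GFP+ sort, with the list median and its 95% counting interval in black and the median of 10000 matched lists as a dotted line. The antigen presentation and interferon medians lie below their matched lists, and the proliferation medians of 1.16 and 0.96 lie above theirs.

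T cells were examined for genes of immune suppression. The study scored this state to identify suppressed T cell clusters, and compared the frequency of these clusters between lesion types. T cells, including gamma-delta T cells, numbered 1598 in set 1 and 761 in set 2, without the T cells in the fibroblast-like cluster. With nothing regressed out, T cells numbered 1660 and 816. The 8 suppression genes summed to 1292 CPM (1265 to 1320) in set 1 and 1531 CPM (1488 to 1576) in set 2. Ctla4 (chromosome 1, 60887000 to 60915832) gave 430 CPM (414 to 446) and 489 CPM (465 to 514) of these. Tnfrsf9 gave 435 CPM (419 to 452) and 436 CPM (413 to 460). The 6 genes of the non-suppressed list summed to 1733 CPM (1701 to 1765) in set 1 and 971 CPM (937 to 1007) in set 2, with the largest part from Ccr7 (chromosome 11, 99144196 to 99155077) at 665 CPM (645 to 685) and 478 CPM (453 to 503). Restriction to CD8 T cells moved the suppression sum of set 1 most, to 998 CPM, and left 560 of the T cells of that set. With nothing regressed out, the suppression sums were 1285 CPM and 1423 CPM and the non-suppressed sums 1623 CPM and 824 CPM. The sets also differed in their mix of T clusters. A cluster with Foxp3 and Ctla4 among its leading genes held 27.2% of T cells in set 1 and 36.9% in set 2. A cluster led by Lef1 and Satb1 held 49.7% and 24.0%. Both sums depend on this mix and do not separate it from a change within a kind of T cell.

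Targets of IL-17 signaling, a pathway the study scored across immune populations, summed to 3111 CPM (3068 to 3155) in T cells of set 1 and 4937 CPM (4859 to 5016) in those of set 2, over 16 of 27 list genes. The sum was made up mostly of immediate-early and NF-kB response genes. Nfkbia (chromosome 12, 55489410 to 55492647) held 28.9% and 28.7% of it, and Jund (chromosome 8, 70698949 to 70700616) held 26.6% and 21.9%. Without the immediate-early and NF-kB response genes, the alternative that moved the sum most, 369 CPM remained in set 1 and 1251 CPM in set 2. With nothing regressed out, the whole list summed to 2828 CPM and 3985 CPM. S100a8 (chromosome 3, 90668978 to 90670035), a list gene abundant in neutrophils, gave 85.6 CPM (78.6 to 93.1) and 393 CPM (371 to 416) in T cells, and it was also found in NK and B cells. S100a9 gave 62.6 CPM and 334 CPM, and both genes are part of the 369 CPM and 1251 CPM that remained. Outside the gamma-delta cluster, 6 T cells of set 1 held 70.1% of the S100a8 UMIs and 7 of set 2 held 69.1%. In other classes the whole list summed to 3783 CPM (3705 to 3862) and 5521 CPM (5383 to 5661) in NK cells, and to 2904 CPM (2822 to 2988) and 3401 CPM (3221 to 3589) in B cells. Macrophage-like cells held 25490 CPM (25026 to 25961) and 15943 CPM (15818 to 16069). Neutrophil-like cells held 149189 CPM (147973 to 150414) and 206461 CPM (205730 to 207194), which fell to 18357 CPM and 20411 CPM without the genes abundant in neutrophils.

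Which cells carry IL-17 ligand transcripts was examined with Il17a (chromosome 1, 20730905 to 20734496) and Il17f (chromosome 1, 20777146 to 20790617). Of all T cells, 33 of 1598 in set 1, or 2.07% (1.43 to 2.89%), and 13 of 761 in set 2, or 1.71% (0.913 to 2.90%), held a UMI of either gene. Thinning to 1000 UMIs per cell, which left out 2 and 11 T cells, moved the share most, to 1.44% in set 1 and 1.20% in set 2. Because both genes were among those that lead the gamma-delta T cluster, the shares by cluster were taken from clusters made without them. There, 23 of 63 gamma-delta T cells of set 1, or 36.5% (24.7 to 49.6%), and 8 of 17 of set 2, or 47.1% (23.0 to 72.2%), held such a UMI. Other T cells held such a UMI in 10 of 1547 cells, or 0.646% (0.310 to 1.19%), and 5 of 743 cells, or 0.673% (0.219 to 1.56%). B cells, which served as background, had 0 of 456 cells in set 1, which allows a share of up to 0.658%, and 1 of 88 cells in set 2, or 1.14% (0.0288 to 6.17%). In clusters made with all genes, the gamma-delta T shares were 41.9% and 53.3%, and after thinning to 1000 UMIs they were 30.6% and 40%, against 0 of 447 B cells and 1.15% of B cells. Median depth was 3487 and 2212 UMIs in gamma-delta T cells and 3411 and 3429 UMIs in B cells. By share of cells, other T cells were not distinguishable from that background at this depth. By UMIs, the 10 other T cells of set 1 held 50 UMIs or 7.99 CPM (5.93 to 10.5) against 0 UMIs in B and NK cells. UMIs of the same cell are not independent. The CPM intervals here are therefore too narrow and do not decide whether other T cells lie above background. In set 2 other T cells held 12.9 CPM (9.18 to 17.6), against 1.03 CPM (0.281 to 2.64) in macrophage-like cells and 0 UMIs in neutrophil-like cells. The intervals of NK cells at 3.35 CPM (0.405 to 12.1) and of B cells at 12.8 CPM (4.16 to 29.9), from 5 UMIs in 1 cell, overlapped theirs. The overlap with NK cells was absent in clusters made with all genes, at 12.9 CPM (9.14 to 17.6) against 1.80 CPM (0.218 to 6.51). It was also absent with nothing regressed out, at 26.1 CPM (21.3 to 31.7) against 1.92 CPM (0.233 to 6.94). The overlap with B cells was present in both. The NK class held 624 and 311 cells in clusters made with all genes but 389 and 192 in those made without Il17a and Il17f. It had 2 UMIs in set 2 either way. Few cells carried the values of other T cells in set 2. They were 39 UMIs in 5 of 746 cells with all genes, and 102 UMIs in 7 of 801 cells with nothing regressed out. The share in gamma-delta T cells lay above the intervals of B cells and of other T cells in both sets.

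**Figure D3:**
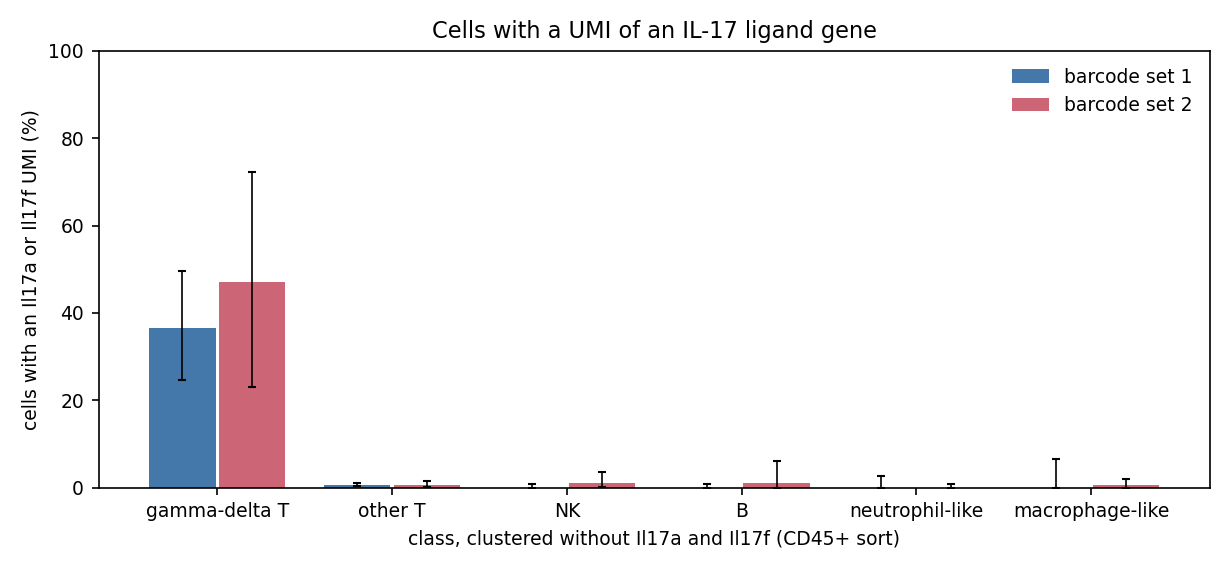
Share of cells with a UMI of Il17a or Il17f (y axis, percent) in 6 classes of the CD45+ sort, clustered without these genes, with barcode set 1 in blue, barcode set 2 in red and lines for 95% Clopper-Pearson intervals. Gamma-delta T cells stand at 36.5% and 47.1%, and every other class plotted lies at or below 1.14%.

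Receptor genes were measured in the classes that the study considered as targets. Il17rc (chromosome 6, 113471427 to 113483140) stood at 43.9 CPM (39.5 to 48.7) in basal-like and 14.1 CPM (12.6 to 15.8) in secretory luminal-like cells of set 1. In set 2 the values were 44.9 CPM (43.3 to 46.5) and 17.9 CPM (14.99 to 21.1). Macrophage-like cells of the GFP+ sort held 0.671 CPM (0.138 to 1.96) of it in set 1 and 0 UMIs in set 2. Il17ra (chromosome 6, 120463247 to 120487559) reached 75.2 CPM (50.4 to 108) in neutrophil-like cells of the CD45+ sort in set 1 and 90.4 CPM (75.7 to 107) in set 2. T cells outside the gamma-delta cluster held 31.1 CPM (26.9 to 35.8) and 29.3 CPM (23.6 to 36.1), below the intervals of neutrophil-like cells. Macrophage-like cells of that sort held 44.4 CPM (27.1 to 68.6) in set 1, with an interval that overlapped those of T and neutrophil-like cells, and 37.3 CPM (31.5 to 43.9) in set 2.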

Values the study reported

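The study excluded cells with fewer than 500 UMIs or with a mitochondrial share above 10%, and it set the doublet share to 5%. Among CD45+ cells it described 4 clusters of T cells.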

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

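Both tests in this part were chosen after the result had been seen. Neither sort held only the cells it was made for. The study itself described fibroblasts and immune cells as contaminants of its GFP+ cells, and it plotted a fibroblast marker among CD45+ cells. In the GFP+ sort, cells of non-epithelial classes made up 29.5% of barcode set 1 (743 of 2518 cells) and 20.1% of set 2 (827 of 4123 cells). In the CD45+ sort, cells of epithelial classes made up 1.14% of set 1 (35 of 3061 cells) and 1.40% of set 2 (33 of 2360 cells). A CD45+ cluster named fibroblast-like held 54 and 78 cells, but most of them carried T cell transcripts, and 8 and 15 cells stayed fibroblast-like when nothing was regressed out. These 8 and 15 cells held 658 UMIs of collagen genes and Dcn per cell. The epithelial cells, and the non-epithelial cells of the GFP+ sort, stood out because they enter none of the comparisons they were sorted for, in numbers above what a count of 0 would allow.

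Doublets of an immune and an epithelial cell may place a cell in the wrong sort. Such cells would hold the transcripts of both partners. Macrophage-like and T cells of the GFP+ sort held 1.27 Krt8 and Krt18 UMIs per cell against 123 in epithelial cells, or 1.03%, which argues against doublets for these classes as a whole. The test did not cover the neutrophil-like, plasma, dendritic and fibroblast-like cells of the sort, or the fibroblast-like cells of the CD45+ sort. Epithelial cells of the CD45+ sort held 0.191 Ptprc UMIs per cell (interval 0.102 to 0.327) against 1.02 (0.986 to 1.05) in T, NK, B and macrophage-like cells, a ratio of 0.188. That argues against doublets for these cells as a whole. Against epithelial cells of the GFP+ sort, with 0.0124 Ptprc UMIs per cell (0.00955 to 0.0159), the level was higher, and median depth was higher too (38381 against 20771 UMIs). Doublets among a part of these cells and free RNA from immune cells therefore stay open. Cells that passed the sort gates without the marker, GFP taken up by immune cells, and autofluorescence stay open and were not tested. No biological explanation was tested, since the cells are not mapped to a lesion type.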

How the results depend on the processing

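The clusters made without Il17a and Il17f, the alternatives for single named genes, and the T cell results with nothing regressed out were chosen after the data had been seen. Over 26 main results, 108 of 152 alternative values stayed within the counting interval of the reported value and 44 moved outside it. No log2 median, the only kind of main result that can change sign, did so under the alternatives run for it. The cause was not tested unless it is given here.

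At resolution 0.4 the LB-like cluster joined a basal-like cluster, so the LB-like share was 0% in both sets and the basal-like share 13.4% in set 1 and 75.5% in set 2. At resolution 1.6 the lymphoid share was 79.4% and 45.8% and the neutrophil-like share 6.63% and 18.7%. An NK-like cluster of 218 and 124 cells stayed unnamed there. A cluster of 67 and 40 cells was led by Txndc16, Gm26917 and Bcl2, like a T cluster at resolution 0.8. It was named neutrophil-like by a narrow margin (score 2.54 against 2.27 for T), with 0 neutrophil markers among its leading genes. The T cluster at resolution 0.8 (56 and 34 cells) was named by a narrower margin still (2.78 against 2.59 for neutrophil-like), with 0 T markers among its leading genes. Its cells are in the T cell values reported. With nothing regressed out, most cells of the CD45+ fibroblast-like cluster joined T clusters. The lymphoid share of set 1 was then 89.9%, the suppression sum of set 2 was 1423 CPM, the non-suppressed sums were 1623 CPM and 824 CPM, and the IL-17 target sums 2828 CPM and 3985 CPM. Naming each cell by its highest marker score gave a basal-like share of 71.7% and an LB-like share of 4.04% in set 2, secretory luminal-like shares of 40.8% and 7.85%, and lymphoid shares of 74.8% and 41.5%.

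Merging without integration gave a basal-like share of 71.4%, a secretory luminal-like share of 16.3%, an interferon median of -1.23 and an IL-17 target sum of 4820 CPM in set 2, and proliferation medians of 1.59 and 1.49. Averaging the deposited values, converted to log2, is another measure, on which genes with low values differ little by construction, and its 6 values are among those outside. It gave -0.25 and -0.12 for antigen presentation, -0.15 and -0.17 for interferon and 0.23 and 0.28 for proliferation genes. A pseudocount of 1 CPM, which shrinks low values less, gave -2.46 and -2.26 for interferon and 1.87 and 1.31 for proliferation genes. With all list genes, which adds genes of low values, the interferon median of set 2 was -1.12.

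In CD8 T cells alone the suppression sum of set 1 was 998 CPM and the non-suppressed sums were 1661 CPM and 781 CPM. Leaving genes out of the IL-17 target list lowers its sum by construction, to 2775 CPM and 3767 CPM without the genes abundant in neutrophils and to 369 CPM and 1251 CPM without immediate-early and NF-kB response genes. A minimum of 1000 UMIs, removal of Scrublet calls, thinning and clusters made without Il17a and Il17f moved none of the main results they were applied to outside its interval.

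Of 180 values of single genes in a class, 172 stayed within their interval after merging, 1 rose and 7 fell, and all 180 did so with at least 1000 UMIs per cell. The pseudocount and the mean of deposited values were not run for T cell sums, which use neither. No paired analysis was possible because each group has 1 library and the results come from no test. Depth limits the shares of cells with an IL-17 transcript. Thinning to 1000 UMIs lowered those of gamma-delta T cells from 41.9% and 53.3% to 30.6% and 40%, within their intervals.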

Other observations

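The tests on S100a8, casein genes and mixed cells were chosen after the result had been seen, and the doublet test of LB-like cells was set beforehand. Tests set beforehand on S100a8, IL-17 target genes and casein genes between lesion types were not made, since cells carry no lesion label. No biological explanation was tested for the patterns in this part.

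S100a8 was found in lymphoid cells of the CD45+ sort. In set 2, where 17.1% of cells were neutrophil-like, 38.5% of T cells, 35.7% of NK cells and 34.1% of B cells held an S100a8 UMI. After thinning to 1000 UMIs the shares were 15.1% (12.6 to 17.9%), 13.9% (10.2 to 18.2%) and 16.1% (9.09 to 25.5%), a spread of 2.22 percentage points within counting error, against 98.2% in neutrophil-like cells. In set 1, with 4.44% neutrophil-like cells, the thinned shares were 2.93%, 2.09% and 3.36%. Like shares across classes are consistent with free RNA from neutrophils. Mean levels were not alike: T cells of set 2 held 1.61 S100a8 UMIs per cell (1.52 to 1.70) against 0.444 (0.373 to 0.524) in NK cells, a ratio of 3.62, which free RNA alone would not give. B cells held 1.03 (0.833 to 1.27), and in set 1 they held 0.723 against 0.357 in T cells and 0.0737 in NK cells, so the excess is not particular to T cells. In set 2, 7 T cells with at least 10 UMIs held 69.1% of the S100a8 UMIs of T cells, and 0 NK cells reached 10. Doublets or neutrophils placed among T cells stay open for those cells and were not tested.

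Casein transcripts (Csn2, Csn3 and Csn1s1) were found in basal-like cells of the GFP+ sort, at 27.3 UMIs per cell and 6.36 per 10000 UMIs in set 1. Against macrophage-like cells this was 5.23 times higher per cell and 1.24 times higher per 10000 UMIs. Against T cells the ratios were 2.37 and 0.186, and against neutrophil-like cells 0.219 and 0.0323. In set 2 basal-like cells held 0.526 per 10000 UMIs, below the 2.11 of macrophage-like cells. A comparison with macrophage-like cells alone would have excluded free RNA from secretory luminal cells in set 1, and the rule was widened to all 3 immune classes after that value had been seen. Means of the immune classes lay above their medians, most of all in neutrophil-like cells (124 UMIs per cell), whose cluster holds cells with keratins. Medians per cell were 9 in basal-like cells against 3 in macrophage-like, 1 in T and 2 in neutrophil-like cells of set 1. Basal-like cells were also deeper, with a median of 42792.5 UMIs against 8965.5, 2675 and 2487.5. Free RNA and expression in basal-like cells cannot be told apart, since the medians per cell lay above those of the immune classes while the level per UMI lay below that of T and neutrophil-like cells.

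LB-like cells held luminal and basal keratins together, which doublets of a luminal and a basal-like cell might explain. This is not particular to them, since basal-like cells held more of the luminal keratins, with 40.1 Krt8 and 43.7 Krt18 UMIs per cell (13.3 and 14.5 per 10000 UMIs) against 11.2 and 14.2 (9.81 and 12.4) in LB-like cells. The median UMI count of LB-like cells was 10327, against 29492.5 in basal-like and 14811 in secretory luminal-like cells, whereas doublets would lie above both. They held 8.32 Krt15 and Acta2 UMIs per cell (7.96 to 8.68), 4.59 times the level of basal-like cells, the higher of the other classes. The median UMI counts argue against doublets for these cells as a whole. Krt15 and Acta2 also name the cluster, so their higher level there follows at least in part from the naming and does not decide the question.

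A group of GFP+ cells held neutrophil and keratin genes together. With at least 20 S100a8 and S100a9 UMIs, 2 of 5 other neutrophil markers and 10 keratin UMIs, minimums set after the cluster was seen, set 1 had 36 such cells with luminal keratins only and 0 with basal keratins. Set 2 had 83 and 16. These cells held 0.471 Ptprc UMIs per cell in the luminal group against 0.0118 in other luminal cells, a ratio of 40, which argues against free RNA from neutrophils. Doublets formed at random and left in alike for both partners would take partners in proportion. Luminal partners instead made up 83.8% in set 2 (75.1 to 90.5%) against 24.5% luminal cells, a gap of 59.4 percentage points. In set 1 the gap was smaller, at 100% (90.3 to 100%) against 86.5% luminal cells. Other minimums gave 83.8 to 87.5% in set 2 and 97.3 to 100% in set 1. With a minimum of 5 keratin UMIs, or of 3 other neutrophil markers, the interval of set 1 included 86.5% (85.8 to 99.9% and 81.5 to 100%). Scrublet called 0 of these cells. Their median depth went with a pair of cells in each droplet, at 23667 UMIs in set 1 against 17201.5 in luminal cells and 2239 in neutrophil cells without keratins, and 14138 against 10955 and 2478 in set 2. A candidate explanation is adhesion of neutrophils to luminal cells, or uptake of either cell by the other, and a doublet filter that removed doublets with basal-like partners more often stays open too. Depth does not separate these, and no other test was made.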
